A study of Mus musculus with 2 samples. Its data were reported in "Ripk1 is critical for preserving effector regulatory T cells and the suppressive transcriptional program in regulatory T cells" (2025).

How the data were processed

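The study asked what Ripk1, a kinase of the TNF receptor pathway, does in regulatory T (Treg) cells. The sorted cells were CD4+ Treg cells, CD25+ in its methods and CD25hi in the legends of its single-cell figures. They came from pooled spleen and lymph nodes of female mice that carry Ripk1fl/fl alleles and a Foxp3-driven Cre on 1 X chromosome. X inactivation makes such females a mosaic. Cells that use the Cre allele carry YFP and delete Ripk1, and the other Treg cells are YFP− and keep it. YFP− and YFP+ cells were each marked with a CellPlex multiplexing tag, a lipid-anchored oligonucleotide, and were then pooled in 1 well of a 10x Chromium 3′ assay. The series holds 1 gene expression library and 1 tag library from this well. The sources used here do not say which tag was put on which sorted population, and no genotype was assigned to a tag.

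The authors made the deposited counts with Cell Ranger 7.0.0 multi at its default parameters, on the 10x transcriptome of the mouse build mm10. The values are unique molecular identifier (UMI) counts, so PCR copies of 1 captured molecule count once, and they are neither normalized nor filtered. The deposited matrix is the raw one, with 31053 genes and 12 tag features over 1065855 barcodes, most of them empty droplets. This version of Cell Ranger counts intronic reads by default, so the counts mix spliced and unspliced transcripts and long genes with retained introns gain counts. The assay reads the 3′ end of a transcript, so Ripk1 counts do not separate an intact from a recombined allele. No cell annotation was used from the study.

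Cells were called on gene UMIs with the order-of-magnitude rule from which Cell Ranger starts, which gave a threshold of 3033 gene UMIs and 2243 called cells. Cells with fewer than 500 genes or more than 10% mitochondrial UMIs were left out. A further filter of the study was applied on a gene that is not reported here. A tag counted as used when it held at least 5% of the tag UMIs in called cells. A cell took a tag when it had at least 50 tag UMIs and at least 80% of them were of this tag. At least 20% of a second used tag made the cell a multiplet, and multiplets were left out of every comparison.

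Cells with 1 tag were scaled to 10000 counts and log-transformed in scanpy 1.11.5. The 2000 most variable genes, 30 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 0.5 with seed 0 gave 4 clusters. T cell receptor, mitochondrial and ribosomal genes and the held-out lists did not enter the clustering. The held-out lists are the NF-kB family and its targets, the Bcl-2 family, the TNF receptor 1 and death pathway, cytokines repressed in Treg cells, interferon response, stress and dissociation, and T cell receptor signalling. Clusters were named resting-like or effector-like from fixed markers only. A cluster took the class with the larger share of markers above their level over all cells, at least 60%, provided that at least 0.5 of the Treg core genes stayed above 0.5 of that level. These thresholds were set after exploratory values had been seen. Doublets were sought with Scrublet, which marked 1 cell (0.0481%) and found 2.07% of the 2-tag cells, so it did not work here and tag multiplets were the only doublets removed.

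Gene UMIs were summed over the cells of each tag and scaled by their total to give CPM. Ratios are CMO312 over CMO311. A gene was measured with at least 50 UMIs over both tags, and it was called higher or lower at a ratio of at least 1.5-fold. This is a rule of size, not a test. With 1 library for both tags and cells that are not replicates, no test was run, and no p-value or standard error is given. CPM have exact 95% Poisson intervals, ratios have exact conditional binomial intervals and shares have exact Clopper-Pearson intervals. All of them cover counting error only, and neither mouse nor preparation. The intervals of CPM and ratios also leave out the clumping of UMIs in single cells. A count of 0 was given a floor of 3 counts. A gene list is described by the number of members higher or lower, by its median log2 ratio, and by the percentile of that median among 10000 random lists of equal size matched on mean expression. The percentile describes these cells and is not a test. For shares of cells with a UMI, each cell was thinned to 1000 UMIs, and no kept cell was shallower.

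The named genes follow a rule. Ripk1 comes first. Next come the 10 genes with the highest and the 10 with the lowest ratio among those with at least 50 CPM in 1 tag and 100 UMIs in all, without immunoglobulin and T cell receptor segments. Then come genes that the study names, some of them, such as Icos, Ctla4, Fgl2 and Gpr15, from other assays than this one, and at most 3 members of each list that lie farthest from a ratio of 1. Between classes the rule takes at most 4 members of each held-out list. This rule, the markers, the gene lists, the filters, the comparisons and most alternatives were fixed before the data were examined. Foxp3, Tigit, Itgae, Cxcr3, Klrg1, Satb1, Bcl2 and Mcl1 were named by the study from these cells, so their direction is not independent evidence.

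The marker lists cover resting, effector, core and T follicular regulatory Treg cells, conventional CD4 T, CD8 T, B, plasma, NK, myeloid, plasmacytoid dendritic, erythroid and platelet cells, and cycling cells. The other lists cover the held-out pathways above, TNF receptor family costimulation, suppressive mediators, IL-2 and gamma-chain signalling, and chemokine receptors with homing genes. Some genes stand on more than 1 list, such as Junb, Cd74, Ctla4, Entpd1 and Il2ra. Gene positions were taken from the GENCODE M21 annotation of GRCm38, the assembly also called mm10, by Ensembl ID. All 133 named genes were found there, although the authors counted on another annotation release. Bcl2a1a, Bcl2a1b and Bcl2a1d are near-identical copies, and their split is uncertain.

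The procedures were tested on simulated counts with 200 changed genes, drawn from those with at least 200 UMIs over all 1-tag cells. In each comparison 100 of them were changed 2-fold, and genes with fewer UMIs were not tried as changed genes. The simulated counts were Poisson counts drawn for each population as a whole, so clumping of UMIs in single cells was not simulated. Between tags, 100% of the genes changed 2-fold were called in the right direction. With 10299 genes measured, 1.48% of unchanged genes were called by counting error alone. In resting-like cells the shares were 99% and 3.18% over 9459 genes. In effector-like cells they were 96% and 5.53% over 8556 genes. Between classes they were 99% and 1.82% over 10307 genes. The tag rule gave 100% of simulated 1-tag cells their tag and found 77.3% of 150 simulated 2-tag cells.

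Alternatives changed 1 choice at a time, save for a run that left out both a plasma cell and a small unnamed cluster. They covered cell calling, the cell filters, the tag share and a Gaussian mixture, the clustering resolution and held-out genes, Scrublet calls, median-of-ratios scaling, means over cells, no UMI minimum, and SCTransform corrected counts (Seurat 5.3.0, sctransform 0.4.2, 3000 features). The mitochondrial term of SCTransform acts on its residuals and not on corrected counts. Free RNA was subtracted with the profile of barcodes holding at most 100 gene UMIs. Its share, 6.50%, was set from 13 B cell genes in effector-like cells. Added after the data had been seen were a free RNA share taken over all 1-tag cells (34.1%), the classes of resolution 0.3 and 1.0 for the comparison within classes, either tag alone and other sets of cells for the class comparison, and runs without cells above 2 times the median UMIs or without the plasma cell and the unnamed cluster. Analyses ran in Python 3.11.15 and R 4.3.3.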

Results

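Single-cell RNA sequencing measured the transcriptomes of Treg cells in which cells with and without a YFP-marked Cre allele had been tagged and pooled. The raw matrix held 21220029 gene UMIs and 72007300 tag UMIs, and called cells held 91.0% of the former and 44.1% of the latter. After filtering, 2225 cells remained, with a median of 7214 gene UMIs (range 3035 to 47786) and 2525 genes per cell and a median mitochondrial share of 2.66%. The study states no number of cells to set beside this. Only the tags CMO311 and CMO312 were in use. CMO311 marked 956 cells, 43.0% of those kept (95% interval 40.9 to 45.1), with 7631546 gene UMIs and a median of 6882 per cell. CMO312 marked 1122 cells, 50.4% (48.3 to 52.5), with 9003057 gene UMIs and a median of 7108.5 per cell. Another 145 cells (6.52%, 5.53 to 7.62) carried both tags, and 2 carried neither.

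The 1-tag cells fell into a larger resting-like and a smaller effector-like class, named after the states that the study calls rTreg and eTreg cells. The resting-like class also held a plasma cell and 76 cells with little RNA of Treg genes, described below. Resting-like cells made up 64.0% of the 2078 cells (61.8 to 66.0) and lay in 3 clusters, led by Itih5, Bcl2 and Satb1, by Pde3b and Dapl1, and by Ly6c1 and Rasgrp2. Effector-like cells, 749 in number, made up the rest (34.0 to 38.2%) and formed 1 cluster led by Maf, S100a4 and S100a6. No cluster stayed unnamed at this resolution, but unnamed clusters held 3.66% of the cells at resolution 0.3 and 12.4% at resolution 1.0. The makeup depended on the clustering, and at resolution 1.0 the effector-like share was 28.3%.

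The first comparison asked how the cells of the tags differ in expression, the question the study put to its YFP− and YFP+ cells. Ripk1, the gene deleted in the YFP+ cells of this design (chromosome 13, 34002363 to 34037147, GRCm38), was at like levels under both tags. CMO311 cells held 319 Ripk1 UMIs (41.8 CPM, 37.3 to 46.6) and CMO312 cells 387 (43.0 CPM, 38.8 to 47.5), a ratio of 1.03 (0.884 to 1.20). Since counts from the 3′ end can come from a recombined allele, these values check nothing about the tags.

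Cells with CMO312 held less RNA of Foxp3 and of effector Treg genes and more RNA of resting T cell genes than cells with CMO311. Foxp3, the transcription factor that defines Treg cells (chromosome X, 7573644 to 7595245), stood at 93.2 CPM (87.0 to 99.7) against 254 CPM (243 to 266), 2.73-fold lower. Satb1, a chromatin organiser (chromosome 17, 51736187 to 51833290), stood at 1005 CPM (984 to 1026) against 350 CPM (337 to 364), 2.87-fold higher. Klrg1, a receptor of differentiated effector cells (chromosome 6, 122270596 to 122282882), stood at 1.78 CPM against 53.3 CPM (log2 ratio −4.91). Of 10306 measured genes, 445 were higher and 1115 lower in CMO312 cells by at least 1.5-fold.

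Among genes with at least 50 CPM in 1 tag, those with the lowest ratios in CMO312 cells included Frmd5 (log2 ratio −5.00), Cep112 (−4.66), Gm14005 (−3.75), B3galt1 (−3.66), Abcb1a, which encodes a drug efflux pump (−3.57), and Nr3c2, the mineralocorticoid receptor (−3.49). S100a6 and S100a4, calcium-binding proteins of activated T cells, had log2 ratios of −3.93 and −3.53. Jchain, the joining chain of secreted antibodies, was lowest of these, but 1043 of its 1050 UMIs came from 1 plasma cell. The highest ratios at this level of expression were those of Ntn4, a secreted netrin (log2 ratio 2.29), Arhgap20 (1.72), Itih5 (1.69), Satb1 (1.52), Gm12840 (1.33), Itm2a (1.23), B630019A10Rik (1.21), Cmah (1.20), Ms4a4c (1.19) and Rasgrp2 (1.19).

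Among the genes named by the study, Tigit, an inhibitory receptor, had 146 UMIs in CMO311 and 3 in CMO312 cells, a ratio of 0.0174 (0.00355 to 0.0519). Itgae, which encodes the integrin CD103, had a log2 ratio of −3.24, and Cxcr3, a chemokine receptor of type 1 responses, −3.40. Fgl2 and Ebi3, both suppressive mediators, had log2 ratios of −3.99 and −3.15. Icos and Ctla4, receptors of the CD28 family, had −2.07 and −0.87. Gpr15, a gut-homing receptor, had 23 UMIs against 0, too few to be measured. Bcl2, which blocks apoptosis, was higher in CMO312 cells (log2 ratio 0.95). Mcl1 (0.28), Ets1 (0.25), Elf1 (0.05) and Nfkb1 (−0.12) lay within 1.5-fold.

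**Figure D1:**
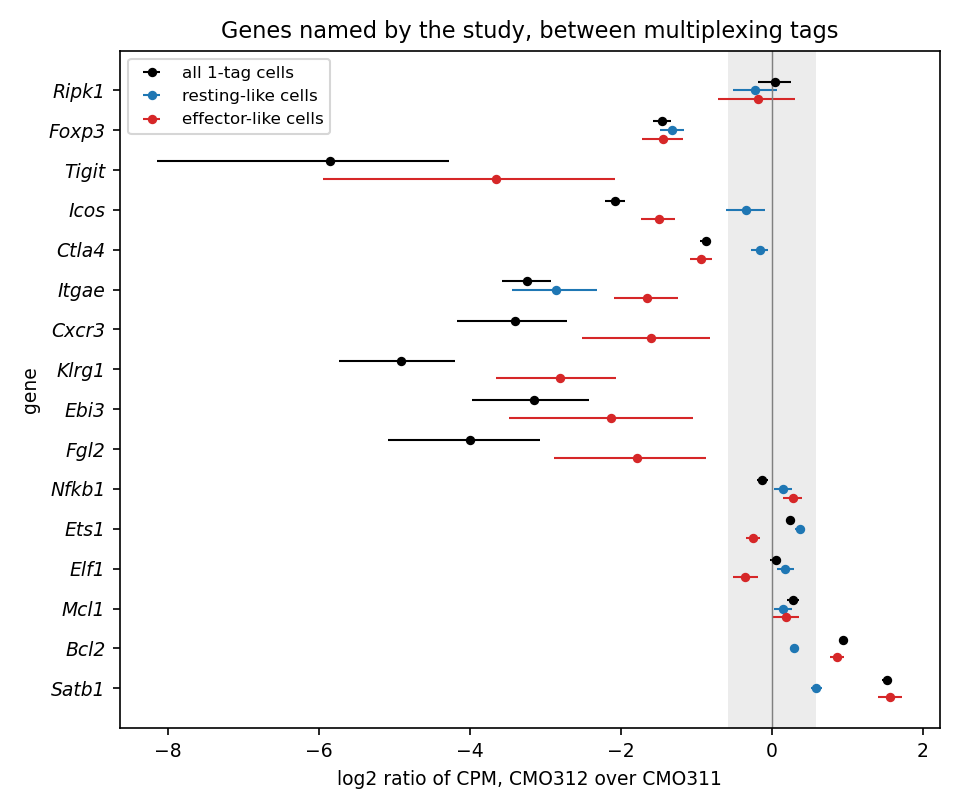
Log2 ratio of CPM, CMO312 over CMO311, for Ripk1 and genes named by the study, in all 1-tag cells, resting-like cells and effector-like cells. Points are shown where a gene had at least 50 UMIs, bars are 95% counting intervals, and the grey band marks ratios within 1.5-fold. Foxp3 lies below the band in all 3 sets of cells, at −1.45, −1.32 and −1.45, and Ripk1 lies inside it over all cells.

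The gene lists separated in the same 2 directions. Of 10 resting Treg genes, 9 were higher in CMO312 cells and none lower (median log2 ratio 1.05, percentile 100), among them S1pr1 (1.18) and Igfbp4 (1.12). All 20 measured effector Treg genes were lower (median −2.56, percentile 0), among them Il1rl1, the receptor of IL-33 (−4.07). Of 14 Treg core genes, 7 were lower, 1 higher and 6 within 1.5-fold (median −0.50, percentile 0). Entpd1 (−2.31), Nrp1 (−1.77) and Foxp3 were lowest and Gpr83 was the higher one (0.77), whereas Il2ra, the IL-2 receptor chain CD25 used in the sort, had a log2 ratio of 0.46. Of 10 suppressive mediators 9 were lower (median −1.34, percentile 0), including Gzmb (−2.63). Chemokine receptors and homing genes were split, with 7 lower of 14, among them Ccr4 (−3.19), and 4 higher, among them S1pr1, Ccr7 and Klf2 (median −1.09, percentile 0). Of 3 T follicular regulatory genes, Tox2 (−3.39) and Cxcr5 (−1.83) were lower and Bcl6 (0.20) was within 1.5-fold (median −1.83). Of the 21 Tox2 UMIs in CMO312 cells 16 lay in 1 cell, and without it the ratio went from 0.0957 to 0.0228. Of 6 cycling genes, 4 were lower, including Mki67 (−3.73), with a median of −1.50 and percentile 0.07.

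NF-kB genes showed smaller differences. Of 11 members of the NF-kB family, Nfkbie (log2 ratio −0.95) and Relb (−0.79) were lower in CMO312 cells and 9 were within 1.5-fold, including Rel (0.40). The list median was −0.25 (percentile 1.83). Of 17 NF-kB targets, 8 were lower and none higher (median −0.39, percentile 0), including Cd83 (−1.49), the chemokine gene Ccl5 (−1.49) and Cxcl10 (−3.61). Of the 203 Ccl5 UMIs in CMO312 cells 128 lay in 1 cell, and without it the ratio went from 0.356 to 0.132. Of 7 TNF receptor family costimulation genes, Tnfrsf8 (−3.35), Tnfrsf1b (−1.51) and Tnfrsf4 (−0.78) were lower (median −0.55, percentile 0.11). The TNF receptor 1 and death pathway had 25 of 26 genes within 1.5-fold and 1 lower. Its median of −0.06 stood at percentile 48.5.

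Apoptosis genes went both ways. Of 6 anti-apoptotic members of the Bcl-2 family Bcl2 was higher, Bcl2a1b (log2 ratio −0.93) and Bcl2a1d (−0.80) were lower, and 3 were within 1.5-fold (median −0.12, percentile 22.7). Of 7 pro-apoptotic members Bcl2l11, which encodes Bim, was higher (0.95), Pmaip1 (−1.07) and Bid (−1.05) were lower and 4 were within 1.5-fold (median −0.13, percentile 36.7). In T cell receptor signalling Nr4a3 (0.96) was higher and Nfatc1 (−0.65) lower of 8 genes (median 0.38, percentile 99.98). Of 13 genes of IL-2 and gamma-chain signalling only Il7r was outside 1.5-fold (−1.04), with a list median of 0.07 (percentile 86.6). Of 11 interferon response genes Ifit1 was higher (0.59) and 10 were within 1.5-fold (median −0.07, percentile 41.5). Of 10 stress genes Egr1 was higher (0.82) and Hspa1b (−1.76), Junb (−0.89) and Jun (−0.89) were lower, with a median of −0.15 (percentile 16.8). Of the cytokines repressed in Treg cells, Tnf alone was measured (−0.79), and the other 11 had too few UMIs at this depth.

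Markers of other cell types also differed between the tags. Of 6 conventional CD4 T genes, Dapl1 (log2 ratio 1.28) and Actn1 (1.08) were higher in CMO312 cells, Tbx21 (−1.72) and Il7r were lower, and 2 were within 1.5-fold (median −0.11, percentile 24.2). Of the 28 Tbx21 UMIs in CMO312 cells 11 lay in 1 cell, and without that cell the ratio went from 0.304 to 0.185. A set of 76 cells, unnamed at resolution 0.3, held 248 of the Dapl1 UMIs, and without it and the plasma cell Dapl1 had a log2 ratio of 0.24, within 1.5-fold. Of 12 B cell genes 7 were higher and Igkc, Ighm, Ighd and Cd74 lower (median 1.09, percentile 100), with Ebf1 at 19.9 against 0.131 CPM and H2-Eb1 at 7.11 against 0.524 CPM. Igkc had 204 against 15495 UMIs in CMO311 cells, of which 15426 lay in the 1 plasma cell. Without its top cell it was higher in CMO312 cells, with 204 against 69 UMIs. Of 3 plasma cell genes Jchain and Mzb1 (−4.71) were lower (median −4.71), again through this cell, and Xbp1 was within 1.5-fold (−0.10). Single CMO312 cells held most UMIs of Gzma (150), S100a9 (79) and S100a8 (67). Of 3 NK genes Gzma and Tyrobp were higher (median 2.98). Of 4 myeloid genes S100a8 and S100a9 were higher and Fcer1g was lower (median 2.87). Without its top cell the ratio went from 7.91 to 4.53 for Tyrobp and from 0.612 to 0.298 for Fcer1g. Over the alternatives the NK median ranged from 1.08 to 3.86 and the myeloid median from 0.47 to 3.29. Of CD8 T genes Cd8b1 alone was measured (1.61), of plasmacytoid dendritic cell genes Ccr9 (1.37) and Bst2 (0.01), and no erythroid or platelet gene was.

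**Figure D2:**
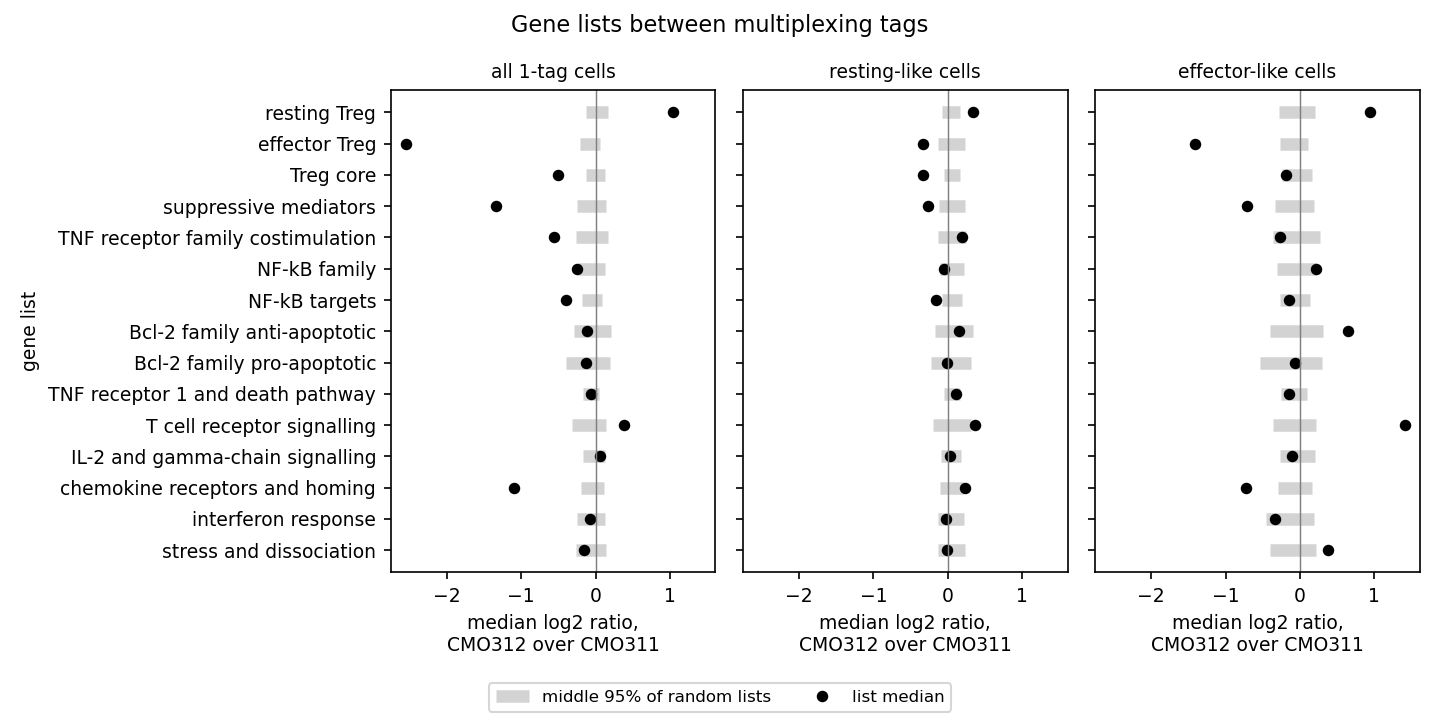
Median log2 ratio of CPM, CMO312 over CMO311, of each gene list in all 1-tag cells, resting-like cells and effector-like cells. Black points are list medians and grey bars span the middle 95% of random lists of the same size and expression. Over all cells the resting Treg list stands at 1.05 and the effector Treg list at −2.56, and in effector-like cells the resting Treg list stands at 0.95. The T cell receptor signalling median of effector-like cells reversed with other clusterings.

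Effector-like cells were more frequent under CMO311. In a clustering made without the 1560 genes that differed between the tags, they were 43.3% of the CMO311 cells (414 of 956, 40.1 to 46.5) and 10.2% of the CMO312 cells (115 of 1122, 8.54 to 12.2). Resting-like cells were 49.5% and 80.3%. Unnamed clusters took 7.22% and 9.45%. One of them held 91 cells led by Pde3b with 8.22 CPM of Foxp3. The order held at every resolution tried, although the size did not, with 61.3% against 35.8% at resolution 0.3 and 48.0% against 12.7% at resolution 1.0. The clusters were still named with the full marker lists, in which all 20 measured effector Treg genes were lower in CMO312 cells. Of the 10 resting Treg genes 9 were higher. The names, and so the shares, are therefore not free of the difference between the tags. Since the sort and the pooling can set how many cells carry each tag, shares are given within each tag.

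**Figure D3:**
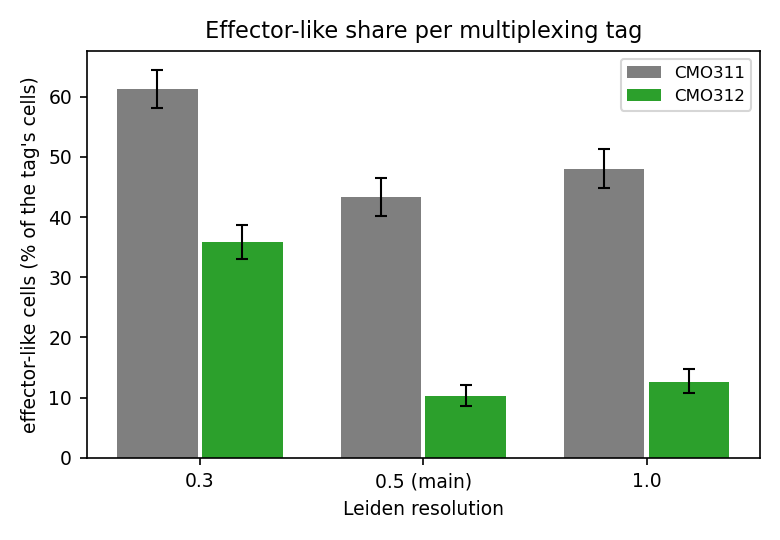
Effector-like cells as a percentage of the cells of each tag, from clusterings without the genes that differed between tags, at 3 Leiden resolutions. The marker lists that named the clusters still held such genes. Bars are shares and whiskers are exact 95% binomial intervals, and the CMO311 share is the higher one at each resolution, with 43.3% against 10.2% at resolution 0.5.

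The study also compared its populations within each class. The classes used here are those of the first clustering, which kept the genes that differed between the tags. Cells were thus placed in a class partly by genes that are then compared, and the class sizes differ from those of the shares above. Differences within a class may carry this choice. In resting-like cells, Foxp3 was again lower under CMO312, at 92.4 CPM against 231 CPM (log2 ratio −1.32, with a 95% interval of the ratio from 0.359 to 0.447). Itgae (−2.86), the ectonucleotidase gene Entpd1 (−1.91), Ly6a (−1.79), Ly6c1 (−1.31) and Nrp1 (−1.03) were lower too. Itm2a (1.66), Arhgap20 (1.45), Ntn4 (1.36), Cd200 (0.98) and Satb1 (0.59) were higher. Bcl2 (0.29) lay within 1.5-fold.

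Of 9266 genes measured in resting-like cells, 540 were higher and 326 lower in CMO312 cells, and 436 and 411 with median-of-ratios scaling. With SCTransform corrected counts the numbers were 414 and 442, so that lower genes were no longer fewer. Of 14 Treg core genes Foxp3, Entpd1, Nrp1, Capg and Socs2 were lower and none higher (median −0.34, percentile 0), with Il2ra (0.04) and Ikzf2 (0.01) near a ratio of 1. Of 10 resting Treg genes Satb1 alone was higher (median 0.34, percentile 100). Of 10 measured effector Treg genes Pdcd1, which encodes PD-1, was higher and Itgae and Ahnak were lower (median −0.33, percentile 0). Relb and Nfkbie were the only ones of 11 NF-kB family genes outside 1.5-fold, and both were lower (median −0.05, percentile 11.5). All 16 NF-kB targets lay within 1.5-fold (median −0.15, percentile 0.15), as did all 5 anti-apoptotic Bcl-2 genes (median 0.15, percentile 75.4). Of 11 B cell genes 6 were higher here and 2 lower (median 0.63), but with the classes of resolution 1.0 this median was −1.79. With the classes of resolution 0.3, Satb1 (0.54), Relb (−0.14), Capg (−0.53) and Socs2 (−0.47) came within 1.5-fold. So did Relb (−0.57) and Socs2 (−0.53) with those of resolution 1.0. A CMO311 plasma cell and the 76 cells unnamed at resolution 0.3, 71 of them CMO312 cells, were part of this class. The class held 338 CMO311 and 991 CMO312 cells, spread differently over its 3 clusters. The cluster led by Ly6c1 held 59.8% and 40.3% of them, that led by Itih5 32.5% and 41.8%, and that led by Pde3b 7.69% and 18.0%.

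In effector-like cells, CMO312 went with lower Foxp3, at 97.8 CPM against 266 CPM (log2 ratio −1.45, with the ratio between 0.303 and 0.441). Tigit had 3 UMIs against 146 (−3.65), and Klrg1 (−2.80), Frmd5 (−5.58), Icos (−1.50), Itgae (−1.65), Cxcr3 (−1.60), Entpd1 (−1.34) and Ctla4 (−0.94) were lower. Satb1 (1.57) and Bcl2 (0.86) were higher. All of these kept their direction with the classes of resolution 0.3 and 1.0, although at the latter Cxcr3 (−0.25) and Entpd1 (−0.58) came within 1.5-fold. Nr4a3, Nr4a1, Egr3, Egr1 and Rel, which were also higher, did not keep theirs in both. Nr4a3 stood at 132 against 19.2 CPM (2.78), but at −1.21 with the classes of resolution 0.3 and −0.35 with those of resolution 1.0. Nr4a1 went from 1.75 to −0.84 and −0.41, Egr3 from 2.495 to −0.41 and 0.33, Egr1 from 2.01 to −0.64 and 0.06, and Rel from 0.73 to −0.32 and −0.15. CMO312 cells of this class held 170 Nr4a3 UMIs in 131 cells, and those of the class of resolution 0.3 held 6 in 96 cells. These differences rested on cells that changed class with the clustering.

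Of 8847 genes measured in effector-like cells, 508 were higher and 1203 lower in CMO312 cells, and 685 and 995 with median-of-ratios scaling. With SCTransform corrected counts they were 922 and 918, without the excess of lower genes. The resting Treg list had 7 of 10 genes higher (median 0.95, percentile 100), with medians of 0.87 and 0.88 with the classes of resolution 0.3 and 1.0. T cell receptor signalling had 7 of 8 higher (median 1.41, percentile 100), but its median was −0.82 and −0.32 with those classes. The anti-apoptotic Bcl-2 genes had 4 of 5 higher (median 0.64, percentile 99.985), but −0.30 and −0.05. Of 9 stress and dissociation genes Egr1 and Ier2 were higher and Jun lower (median 0.37, percentile 99.8), but −0.46 and −0.55. Effector Treg genes had 14 of 20 lower (median −1.40) and suppressive mediators 5 of 10 (median −0.71), both at percentile 0, but with the classes of resolution 1.0 these medians were within 1.5-fold, at −0.50 and −0.32. Of 11 NF-kB family genes Rel and Nfkbid were higher and none lower (median 0.22, percentile 97.4), but the median was −0.34 and −0.22 with those classes. Of 17 NF-kB targets 6 were lower (median −0.15, percentile 20.3), and with the classes of resolution 0.3 and 1.0 the median was −0.62 and −0.64. Of 6 B cell genes 5 were lower (median −1.78), and of 4 myeloid genes 3 were higher (median 3.84), with S100a8 and S100a9 each mostly from a single cell. The class held 618 CMO311 cells with a median of 6598.5 UMIs and 131 CMO312 cells with 8617. Cells above 2 times the median made up 11.0% and 17.6%, and without them the medians were 1.30 for T cell receptor signalling and 0.93 for the resting Treg list.

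The last comparison set effector-like against resting-like cells on lists that had not entered the clustering. Effector-like cells held more RNA of some NF-kB genes, while the other measured ones lay within 1.5-fold. For T cell receptor response genes the direction depended on the clustering. Nfkb2 and Relb, the pair of the alternative NF-kB pathway, had log2 ratios of 1.22 and 1.17, effector-like over resting-like. The NF-kB targets Ccl5 (4.27) and Gadd45b (2.10) were higher too, and Cd83 was 8.01-fold higher. Bcl2 was lower, at 699 CPM (679 to 720) against 1815 CPM (1789 to 1841), and after thinning 32.2% of effector-like and 63.4% of resting-like cells held a Bcl2 UMI. Unthinned, these shares were 64.9% and 92.1%, at median depths of 6891 and 7090 UMIs. No cell type lacking Bcl2 was present to set a background.

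Of 113 genes on these lists 93 were measured, 34 of them higher and 5 lower in effector-like cells. The NF-kB family had 5 of 11 higher (median 0.52, percentile 99.8) and its targets 9 of 17 (median 0.66, percentile 100), with none lower in either. Over the alternatives the family median ranged from 0.25 to 0.54, within 1.5-fold throughout, and the target median from 0.46 to 0.72. In CMO312 cells alone 1 target was lower. Of anti-apoptotic Bcl-2 genes, Bcl2a1d (2.46), Bcl2a1b (2.36) and Bcl2l1 (0.75) were higher and Bcl2 (−1.38) was lower (median 0.60, percentile 99.54). Of pro-apoptotic genes, Pmaip1 (1.40) and Bid (1.26) were higher and Bcl2l11 (−1.08) lower (median 0.16, percentile 48.2). The TNF receptor 1 and death pathway had 5 of 26 higher, including Traf2 (0.88) and Ripk3 (0.67), and 1 lower (median 0.06, percentile 12.4), with Ripk1 at 35.3 against 46.7 CPM (−0.40). Stress genes had 5 of 10 higher, including Dusp1 (1.36) and Junb (1.28), with a median of 0.64 (percentile 99.9). Interferon genes had Ifit1 (−0.91) and Usp18 (−0.88) lower of 11 (median 0.06, percentile 24.7). Of the cytokines, Tnf alone was measured (1.02).

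T cell receptor signalling had 6 of 8 genes higher in effector-like cells (median 1.47, percentile 100), including Egr3 (2.44) and Irf4 (2.28). This direction depended on the clustering, and the list median was −0.41 at resolution 0.3 and −0.22 when the cells were clustered again without the 1 Scrublet call. The class values also carry the tags, since 618 of the effector-like cells were CMO311 cells. In cells of 1 tag alone, the NF-kB target median was 0.72 in CMO311 and 0.49 in CMO312 cells, and that of T cell receptor signalling was 1.10 and 2.42. Stress genes had medians of 0.08 and 1.06. Foxp3 had a log2 ratio of 0.86 over both tags, but of 0.21 in CMO311 and 0.08 in CMO312 cells alone. Median-of-ratios scaling moved all ratios down alike, Foxp3 to 0.72, and left 30 genes higher and 6 lower.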

Values the study reported

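The study described 2 cell clusters in each of its groups in the single-cell data.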

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

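All tests in this part were chosen after the results had been seen. The tag CMO309, which was not used in the experiment, had 440 UMIs over all barcodes, against 10 at most for any other unused tag. A single barcode that was not called a cell held 2598497 tag UMIs and 93 gene UMIs. Ifit1, an interferon response gene, had opposite ratios in the classes, with a log2 ratio of −1.40 in effector-like cells (10 UMIs in CMO312 and 102 in CMO311 cells) and 0.62 in resting-like cells. The difference between the classes was not tested. Ifit1 was 1 of 18 genes that went apart in this way by at least 1.5-fold in each class.

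Cells with both tags held a median of 15877 gene UMIs, in data that no comparison uses. Their median was 2.27 times the mean of the 1-tag medians, which argues against tag molecules spread between droplets as the whole source. It was 1.09 times the median of random pairs of 1 CMO311 and 1 CMO312 cell, consistent with droplets that held a cell of each tag. At this rate, 147 pairs of cells of the same tag, 7.07% of the 1-tag cells, may remain among them, and their number was not measured. The estimate rests on the count of cells with both tags, which was 91 at a tag share of 70% and 228 at 90%. It makes no allowance for cells with both tags that the tag rule missed. The rule found 77.3% of simulated 2-tag cells, so doublets across the tags may also remain among the 1-tag cells.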

How the results depend on the processing

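Alternatives were mostly fixed in advance, and those named in the methods as added were chosen after seeing the data. Of 1702 alternative values for named genes at least 1.5-fold apart, 1661 kept their direction. The Foxp3 log2 ratio ranged from −2.67 to −1.37 over all cells, from −2.51 to −1.20 in resting-like and from −2.55 to −1.05 in effector-like cells. Between classes it ranged from 0.08, in CMO312 cells alone, to 1.08. Of the counts, 109 alternative values lay within 1.5 times the reported one and 18 did not. Of the values for named genes, 1599 lay within the reported counting interval, 332 lay outside it and 41 reversed. Of list medians, 757 moved by less than 0.5 of the size rule on the log2 scale, 119 moved by more and 16 reversed. Of shares, 4 lay within the reported interval and 22 outside. With 1 library in all, no replicate could be left out and no paired analysis was possible. No value came from H2-Eb1 with the larger free RNA share, from Jchain and the NK list without cells of high UMIs, from the plasma list without these or without the plasma cell, or from the myeloid list of effector-like cells at resolution 1.0. Depth limits the rarer genes: cytokines other than Tnf stayed under the UMI minimum.

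Without a UMI minimum, more genes counted as higher and lower in CMO312 cells, 1456 and 2812 over all cells, 1586 and 1175 in resting-like and 1368 and 2412 in effector-like cells, because genes with few UMIs enter. With the free RNA share over all 1-tag cells the counts were 875 and 1777, 1232 and 787, and 1135 and 1892, and the B cell list reversed to a median of −2.09. That share counts the RNA of any B cells and of the plasma cell among the 1-tag cells as free RNA. How much they add to it was not tested. SCTransform corrected counts gave 922 genes higher and 918 lower in CMO312 cells of the effector-like class, and 414 and 442 in the resting-like class. The cause was not tested. Igkc and Mzb1 reversed to 1.41 and 1.84 without the plasma cell and the unnamed cluster, and to 1.13 and 0.13 without cells of high UMIs, the plasma cell among them.

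The comparison of the tags within effector-like cells depended on which cells the class held. With the classes of resolution 0.3, the T cell receptor signalling median reversed to −0.82 and the anti-apoptotic Bcl-2 median to −0.30, Nr4a3 to −1.21, Egr3 to −0.41, Nr4a1 to −0.84, Egr1 to −0.64, Ier2 to −0.29, Nfkbid to −1.14 and Rel to −0.32. With those of resolution 1.0 the medians were −0.32 and −0.054, Nr4a3 −0.35, Nr4a1 −0.41, Ier2 −0.56, Nfkbid −0.88 and Rel −0.15. Clustered again at a tag share of 90%, the medians were −0.41 and −0.31, Nr4a3 −1.32, Egr3 −0.19, Nr4a1 −1.01, Egr1 −0.40, Ier2 −0.61, Nfkbid −2.03 and Rel −0.27. Without the gene and mitochondrial filters the T cell receptor signalling median was −0.094, Egr3 −0.63, Egr1 −1.26, Ier2 −0.51, Nfkbid −2.19 and Rel −0.36. Without the 1 Scrublet call it was −0.29, Nr4a3 −0.59, Nr4a1 −0.28, Egr1 −0.27, Ier2 −0.21, Nfkbid −1.48 and Rel −0.31. The cycling median reversed to 0.12 at a tag share of 90% and to 0.31 without a UMI minimum. In resting-like cells the B cell median reversed to −1.79 with the classes of resolution 1.0 and to −1.63 without the further filter of the study.

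Multiplets numbered 91 at a tag share of 70% and 228 at 90%. The resting-like share was 61.7%, with 3.66% unnamed, at resolution 0.3, and 59.3%, with 28.3% effector-like and 12.4% unnamed, at resolution 1.0. With no list held out, 30.4% were effector-like and 7.51% unnamed. Removing the 1 Scrublet call gave 67.3% and 32.7%. The effector-like share of CMO311 cells was 61.3% at resolution 0.3, 48.0% at 1.0 and 64.6% with the differing genes, and that of CMO312 cells was 35.8% and 12.7% at these resolutions. Between classes, 10 genes were lower in effector-like cells at resolution 0.3, 9 in CMO312 cells alone and 8 without the Scrublet call. At resolution 0.3 the T cell receptor signalling median reversed to −0.41, Nfkbid to −0.12, Egr3 to −0.37 and Nr4a3 to −0.96. Without the Scrublet call these were −0.22, −0.021, −0.15 and −0.73, and without the gene and mitochondrial filters the median was −0.017 and Nr4a3 −0.52. The causes of these shifts were not tested.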

Other observations

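A small set of cells with little RNA of Treg genes stood apart at clustering resolution 0.3. It held 76 cells, 71 of them CMO312 cells, and was led by Pde3b and Dapl1, a gene of naive T cells. Against resting-like cells it had 13.2 CPM of Foxp3 against 131, 18.2 of Il2ra against 820, 33.1 of Ikzf2 against 2078 and 21.5 of Ctla4 against 312. Il7r, the IL-7 receptor, was higher at 911 against 366 CPM, and so was Lef1 at 1715 against 1007. Cd4 was at 136 against 145 CPM, while Cd8b1 was at 152 against 13.2 and Cd8a at 39.7 against 0.488. A Foxp3 UMI was seen in 3.95% of these 76 cells (0.822 to 11.1), 66.6% of CMO311 and 39.7% of CMO312 cells, at median depths of 7671.5, 6882 and 7108.5 UMIs. After thinning the shares were 0% (at most 4.74%), 21.2% and 7.58%, and cells that express Foxp3 at a low level can go unseen at this depth. Without this set and the plasma cell, Foxp3 had a log2 ratio of −1.25 between the tags in resting-like cells. These genes were chosen after their values had been seen.

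The tests of the next 2 patterns were chosen after the results had been seen. Foxp3 was lower in CMO312 cells of both classes. The other 13 Treg core genes had a median log2 ratio of −0.16 in resting-like cells (range −1.91 to 0.20). Clusters entered this class only if enough of these core genes were expressed, and Il2ra among them encodes the receptor chain used in the sort. Small differences in them are thus partly built in. This median therefore cannot decide whether conventional T cells among the CMO312 cells are the whole cause. Ikzf2, nearly absent from the 76 cells above, had a ratio of 1.01 (0.976 to 1.04) in resting-like cells. Fewer CMO312 than CMO311 cells of this class held an Ikzf2 UMI, however, at 79.5% (76.9 to 82.0) against 86.4% (82.3 to 89.9). After thinning the shares were 57.0% (53.9 to 60.1) and 63.0% (57.6 to 68.2), with intervals that overlap. This is the direction that conventional T cells among the CMO312 cells would give. The shares include the 76 cells above, 71 of them CMO312 cells. An Ikzf2 UMI was seen in 15.8% of those 76 cells, and the shares were not measured without them. The conventional CD4 T list stood high among random lists in resting-like (median 0.31, percentile 99.02) and effector-like cells (0.41, percentile 99.3). In resting-like cells, however, 66.3% of CMO312 and 67.5% of CMO311 cells held a Ctla4 UMI, against 9.21% of the 76 cells. For Il2ra the shares were 75.7%, 82.8% and 11.8%, and for Foxp3 38.8%, 66.0% and 3.95%. With the Ikzf2 shares, this argues against cells like those 76 as the whole cause in resting-like cells. A part played by such cells, and conventional T cells that hold these RNAs, stay open as a cause. The ratio of −1.32 within resting-like cells argues against a different makeup of the classes. Free RNA held 185 CPM of Foxp3 (164 to 208), below CMO311 and above CMO312 cells in both classes. It moves a level toward its own and cannot part equal levels in this way, which argues against free RNA as the whole cause. The Foxp3 allele that carries Cre and YFP and the deletion of Ripk1 both stay open. They are untested in these data, because YFP+ cells of this design carry both and no tag has a stated genotype.

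Ighm, which encodes the heavy chain of IgM and was chosen after its values were seen, had 2128 UMIs in effector-like cells with few light chain UMIs. After thinning, 31.9% of CMO311 and 10.7% of CMO312 effector-like cells held an Ighm UMI, against 13.6% and 6.26% of resting-like cells and 17.1% of the 76 cells above, so the CMO312 share was not above that of the last. Unthinned, the shares were 76.2% and 43.5%, against 54.7%, 29.9% and 53.9%. There were 0.0301 Igkc UMIs per Ighm UMI (0.0231 to 0.0386) in effector-like cells, against 0.905 (0.808 to 1.01) in free RNA, which argues against free RNA as the main source. The plasma cell had 3.05 Igkc UMIs per Ighm UMI, which argues against doublets with such cells. Transcription from the heavy chain locus in T cells may account for it, and no biological explanation was tested.

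Cluster numbers cannot be set against the study's, whose clustering resolution was not given in the sources used here. At resolution 0.5 there were 4 clusters, each with cells of both tags.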
